# *Kdm3b* haploinsufficiency impairs the consolidation of cerebellum-dependent motor memory in mice

**DOI:** 10.1186/s13041-021-00815-5

**Published:** 2021-07-03

**Authors:** Yong Gyu Kim, Myeong Seong Bak, Ahbin Kim, Yujin Kim, Yun-Cheol Chae, Ye Lee Kim, Yang-Sook Chun, Joon-Yong An, Sang-Beom Seo, Sang Jeong Kim, Yong-Seok Lee

**Keywords:** *Kdm3b*, Optokinetic response (OKR), Histone modification, Cerebellum

## Abstract

Histone modifications are a key mechanism underlying the epigenetic regulation of gene expression, which is critically involved in the consolidation of multiple forms of memory. However, the roles of histone modifications in cerebellum-dependent motor learning and memory are not well understood. To test whether changes in histone methylation are involved in cerebellar learning, we used heterozygous *Kdm3b* knockout (*Kdm3b*^+/−^) mice, which show reduced lysine 9 on histone 3 (H3K9) demethylase activity. H3K9 di-methylation is significantly increased selectively in the granule cell layer of the cerebellum of *Kdm3b*^+/−^ mice. In the cerebellum-dependent optokinetic response (OKR) learning, *Kdm3b*^+/−^ mice show deficits in memory consolidation, whereas they are normal in basal oculomotor performance and OKR acquisition. In addition, RNA-seq analyses revealed that the expression levels of several plasticity-related genes were altered in the mutant cerebellum. Our study suggests that active regulation of histone methylation is critical for the consolidation of cerebellar motor memory.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13041-021-00815-5.

## Introduction

One of the hallmarks of memory consolidation is that it requires changes in gene expression [1, 2]. Since DNA is tightly packaged with histone proteins to form chromatin in the nucleus, chromatin structure should be remodeled to induce gene activation or repression by epigenetic mechanisms, such as modifications of histone proteins and DNA [3]. It has been shown that epigenetic regulation, such as histone modification and DNA methylation, is a key mechanism for memory consolidation from invertebrates to mammals [4, 5].

Post-translational modifications of histone proteins, such as acetylation and methylation, determine whether the gene is in a transcriptionally permissive or repressive state [6, 7]. Methylated histones are generally considered codes for gene repression, but their effects on transcription are very complex [8]. For example, tri-methylation of histone 3 lysine 9 (H3K9me3) represents a repressive code, whereas H3K4me3 is considered an activating code [9]. Histone methylation is dynamically regulated by many histone methyltransferases and demethylases [10]. Lysine demethylase 3b (*KDM3B*) encodes a demethylase that targets mono-and di-methylated lysine 9 on histone 3 (H3K9me1/2) [11]**.** KDM3B has been shown to regulate many cellular processes, including gene expression in leukemia, spermatogenesis, and autophagy [11–13]. Recent studies have shown that *KDM3B* mutations are associated with cognitive deficits, including intellectual disability and schizophrenia [14, 15]. However, the functional role of KDM3B in the nervous system remains unclear.

The cerebellum plays a central role in adaptive motor control. For newly formed motor memory to be expressed in an appropriate circumstance, consolidation of motor memory by the cerebellum is essential [16]. Similar to other types of learning, the consolidation of cerebellum-dependent motor memory also requires de novo transcription and translation [17]. However, the epigenetic mechanisms underlying cerebellar learning and memory have rarely been investigated. In this study, we investigated how changes in histone methylation affect cerebellum-dependent motor behavior and gene expression in the cerebellum. Using *Kdm3b* heterozygous knockout (*Kdm3b*^+/−^) mice, we found deficits in retention of cerebellum-dependent motor memory in the mutant mice, demonstrating that regulation of histone methylation in the cerebellum is critical for cerebellum-dependent memory consolidation.

## Materials and methods

### Animals

Adult (> 7-week-old) male *Kdm3b*^+/−^ mice and their wild-type (WT) littermates were used. *Kdm3b*-targetted ES cell line (YTC406) was obtained from International Gene Trap Consortium (https://igtc.org/cgi-bin/annotation.py?cellline=YTC406). Genomic sequencing was performed to identify the targeting vector (pGT0lxf) insertion site in the ES cell line. 

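*Kdm3b* lies on the forward strand of chromosome 18 of the mouse genome, from 34777047 to 34838660 in the GENCODE annotation of GRCm38. Its transcript has 24 exons and 6363 bases, of which 5286 are coding. The vector was placed between exons 12 and 13 (Fig. 1a). Exon 12 spans 108 bases, from 34819781 to 34819888, and exon 13 spans 128 bases, from 34822372 to 34822499. Intron 12 between them is 2483 bases long, from 34819889 to 34822371. The exons up to exon 12 hold 3310 coding bases, or 62.6% of the coding sequence. A gene-trap vector carries a splice acceptor and a reporter, so a transcript of the trapped allele joins the exons upstream of the vector to the reporter in place of the exons downstream.

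**Figure D1:**
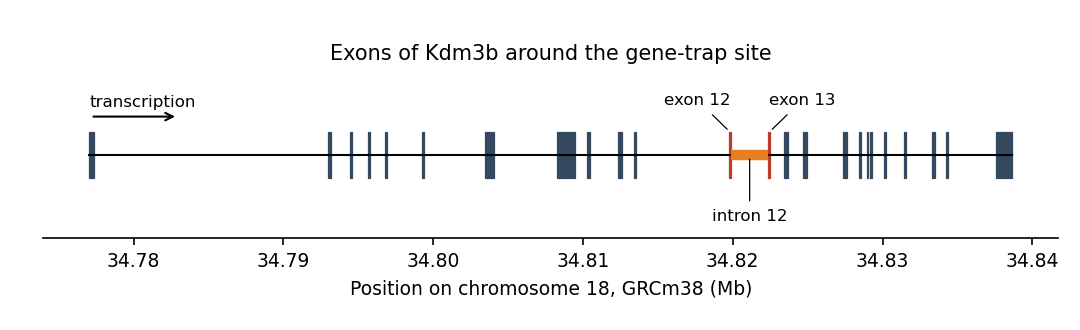
Exons (boxes) and introns (line) of *Kdm3b* along chromosome 18 of GRCm38, in Mb, with the direction of transcription shown by the arrow. Exons 12 and 13 are red, and intron 12, which lies between them and is 2483 bases long, is orange.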

The heterozygous knockout mice were generated by injecting the ES cells and backcrossed to C57Bl/6N background (Macrogen, Inc). Genotypes of the mice were identified by PCR using the following primers: common forward 5′-GGC ACC AGA CCC TGG GAG CTA G-3′, WT reverse 5′-CAC CCA CGA CCT GGC TTA CAC C-3′, KO reverse 5′-CAC CCA CGA CCT GGC TTA CAC C-3′. The mutant mice were crossed to C57Bl/6J 3–4 times before the experiments. Animals were housed with food and water available ad libitum under a 12-h light/dark cycle. All animal experiments were performed in accordance with the protocols approved by the Animal Care and Use Committee of Seoul National University.

### Tissue sample preparation

To prepare the granule cell-enriched (GCE) and Purkinje-cell-enriched (PCE) tissue samples, sagittal slices of the cerebellar vermis (250 μm thick) were obtained using a vibratome (VT1200, Leica). Vermal slices were manually dissected into GCE and PCE samples under a stereomicroscope, as previously described [18].

### Histone purification

In order to extract purified histone protein from tissues, tissues were homogenized with TEB buffer (0.5 × Triton X-100, 2 mM PMSF, 1 × Protease inhibitor cocktail) at 4 °C for 30 min. Homogenized tissues were centrifuged at 7,000 rpm for 2 min at 4 °C. After removing the supernatant, the pellet was washed with additional TEB buffer and centrifuged under the same conditions. After removing the supernatant, 0.5 M HCl was added to the pellet. The tube was rotated overnight at 4 °C. After centrifugation at 13,500 rpm for 10 min at 4 °C, the supernatant (~ 90% of the total volume) was transferred to a fresh tube. Subsequently, 1/3 volume of 100% TCA was added to the tube, which was inverted and placed on ice for 2 h. Occasionally, the tube was vortexed. The tube was centrifuged at 13,500 rpm for 10 min at 4 °C. The supernatant was removed and acetone was added. The tube was centrifuged at 13,500 rpm for 5 min at 4 °C. Acetone was air-dried and distilled water was added. The tube was agitated overnight at 4 °C. The tube was centrifuged at 13,500 rpm for 5 min at 4 °C. The supernatant containing the histone extract was then saved.

### Western blot analyses

Western blot analysis was performed as described previously [19]. Briefly, tissues were homogenized and sonicated with RIPA buffer (25 mM Tris–HCl [pH 7.6], 150 mM NaCl, 1% NP-40, 1% sodium deoxycholate, 0.1% SDS) with a phosphatase inhibitor cocktail and a protease inhibitor cocktail. Proteins were quantified using bicinchoninic acid (BCA) analysis according to the manufacturer’s instructions (Pierce). Either 3 μg of histone or 20 μg of total tissue extract were used for Western blot analyses. The membranes were imaged with a digital imager (Amersham Imager 600, GE Life Science). Protein quantification was performed using the AI600 software (GE Healthcare), and each band was normalized to α-tubulin or β-actin in the same gel. The following primary antibodies and dilution ratios were used: anti-KDM3B antibody (2621S, 1:500; Cell Signaling Technology), anti-H3 antibody (Millipore, 05-499, 1:2,000), anti-H3K9me2 antibody (Millipore, 07-441, 1:1,000), anti-α-tubulin antibody (Santa Cruz, TU-02, 1:2,000), and anti-β-actin antibody (Santa Cruz, AC-15, 1:2,000).

### Behavioral test

The whole procedure, including surgical and behavioral processes, was performed according to a previously described method with minor modifications [18, 20]. Briefly, a headpost was mounted on the head of the mouse using nuts, screws, and dental cement. Mice were administered for at least 24 h after surgery. Optokinetic and vestibular stimuli were generated by a patterned screen and a custom-made turntable with a restrainer attached. Right eye movements were monitored using an infrared video-oculography system. The entire system was controlled by a custom-written LabVIEW (National Instruments, USA) code. To assess basal oculomotor function in mice, the optokinetic response (OKR) and vestibulo-ocular reflex in dark and light (dVOR and lVOR) were measured. The OKR was evoked by sinusoidal oscillation of the screen with a rotation amplitude of 5° and four rotational frequencies (0.1, 0.25, 0.5, and 1.0 Hz). The VOR was induced by sinusoidal oscillation of the turn-table under the same stimulation conditions for the OKR. Twelve cycles were performed for each measurement.

To induce oculomotor learning in mice, mice were subjected to a 50 min-long sinusoidal oscillation of the screen with an amplitude of 5° and frequency of 0.5. During the training session, the OKR was measured every 10 min. After the training session, mice were subjected to a consolidation session for 24 h in complete darkness. The final OKR was measured immediately after completion of the consolidation session. Data analysis for oculomotor behavior was performed as described in our prior study [21]. The gain was defined as the ratio of eye velocity to stimulus velocity. The phase was defined as the time difference between the two velocity curves.

### RNA sequencing analysis

Bulk RNA samples were collected from the GCE of the cerebellar vermis. We obtained two WT and two *Kdm3b*^+/−^ mice samples for RNA-sequencing analysis [Gene Expression Omnibus Series GSE173255 (GSM5264380–GSM5264383)]. After trimming the low-quality bases, the sequence reads were aligned using the STAR algorithm [22]. We then quantified gene expression using StringTie [23], resulting in 16,447 genes expressed in the cerebellum tissues. 

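The authors deposited a StringTie table of gene abundances for each of the 4 libraries, with the same 24532 NCBI gene identifiers in each. A TPM above 0 was listed for 17652 and 17572 genes in the WT mice, and for 17605 and 17991 genes in the *Kdm3b*+/- mice. In at least 1 library, 19182 genes had a TPM above 0. A minimum TPM of 1 in at least 1 library moved this number most, to 14239 genes. A minimum TPM of 0.1 gave 17807 genes. With a TPM above 0 in every library, a criterion chosen after seeing the data, 16447 genes remained.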

For differentially expressed (DEX) gene analysis, we summarized a gene-level expression from transcript-level expression using the tximport R package [24] and performed the DEX analysis using the DESeq2 R package. After removing genes without expression, we normalized the gene expression counts by the total library size. We defined DEX genes with a log_2_ fold change greater than 1.2, and with an adjusted p-value under 0.05, compared to wild type mice.

### Gene ontology (GO) analysis

To investigate the related pathways of DEX genes, we performed GO analysis using gprofiler2 [25]. GO analysis utilizes functional annotations from the GO biological process (GO:BP), cellular component (GO:CC), and molecular function (GO:MF) databases. After multiple comparisons, only significant results were collected (adjusted p < 0.05). These results were used to identify the related genes and pass on to the network construction and analysis.

### Network construction and visualization

To represent a functional relationship of the trans-synaptic signaling pathway (GO:0099177), which we found to have significant enrichment for DEX genes, we constructed a gene network using the 28 DEX genes involved in the pathway. We used Cytoscape 3.8.0 software (https://cytoscape.org/) and GeneMANIA plugin [26] to build a gene network where the nodes are the DEX genes and their first-degree interactors, and the edges are defined by physical interaction and co-expression similarity.

### Real-time quantitative PCR (RT-qPCR)

Total RNA of vermal GCE tissue or flocculus was purified sample using the RNeasy Mini Kit (QIAGEN) according to the manufacturer’s instructions. Genomic DNA was eliminated by DNase I (QIAGEN). Isolated total RNA was quantified by Nanodrop (ThermoFisher). The same amount of total RNA per sample was reverse transcribed into cDNA using SuperScript III First-Strand (Invitrogen). RT-qPCR was conducted using the CFX Connect system (Bio-Rad) with primers adopted from the previous studies *Fam107a* [27]; *Homer3* [28]; *Fgf1* [29]; *Car2* [30]; *Cplx2* [20]; *Ntf3* [31]. *Kdm3b* mRNA expression was analyzed using the following primers: 5′-CAC ATC ATC GCC TCA GTG GTA-3′ and 5′-CCC ATC GCC ATC TCC TTC AC-3′. Mean Ct values were used relative quantification of mRNA expression between two genotype or behavioral groups using the ∆∆Ct method, with the ratio of the target gene expressed relative to the mean of *Gapdh*.

### Statistics

An independent t-test and two-way repeated-measures ANOVA post-hoc Tukey test were used to evaluate the statistical significance between independent and dependent samples, respectively. All statistical computations were performed using R v3.6. software (http://www.r-project.org). The significance level was set at P < 0.05. Error bar denotes SEM.

## Results

### Increased H3K9me2 in the cerebellum of *Kdm3b*^+/−^ mice

To investigate whether the regulation of histone methylation is critically involved in cerebellum-dependent motor learning and memory, we used *Kdm3b* heterozygous knockout mice. The mutant mice were generated by inserting the pGT0lxf gene trapping vector between exons 12 and 13 of the *Kdm3b* gene (Fig. 1a). Haploinsufficiency of *Kdm3b* does not affect gross morphology of the brain (Additional file 1: Fig. S1). We obtained the cerebellar vermis and flocculus from *Kdm3b*^+/+^ and *Kdm3b*^+/−^ mice and quantified Kdm3b protein expression levels (Fig. 1b and c). We confirmed that the Kdm3b protein expression level was significantly reduced in the two cerebellar regions of the mutants compared to those in wild-type (WT) littermates (Fig. 1d; Vermis: df = 6, p < 0.01; Flocculus: df = 5, p < 0.01; independent t-test).

**Fig. 1:**
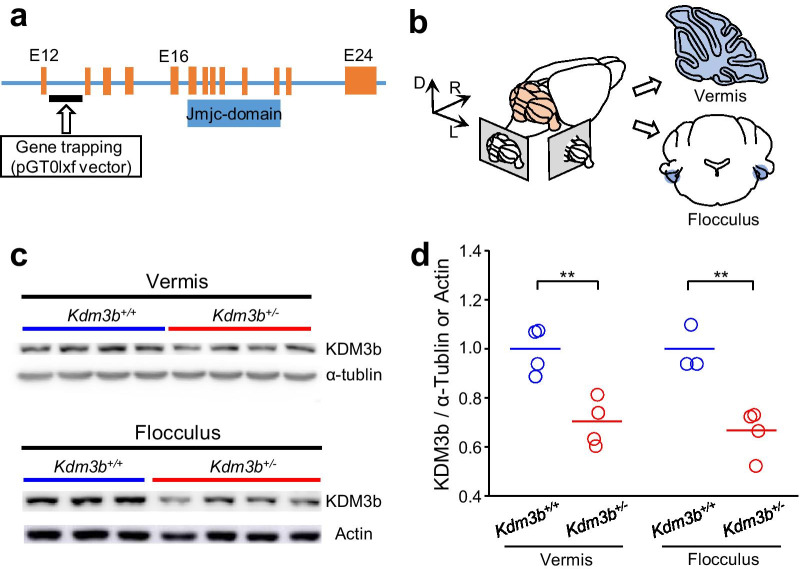
KDM3b expression is decreased in the cerebellum of *Kdm3b*^+/−^ mice. **a** Conserved domains in *Kdm3b* gene and targeting strategy by using pGT0lxf gene trapping system in introns12-13. **b** Preparation of two cerebellar regions (light blue), the verims and flocculus, for Quantification of KDM3b expression. **c** Quantification of KDM3b protein expression in the cerebellar vermis (top) and flocculus (bottom) of *Kdm3b*^+/+^ and *Kdm*3b^+/−^ mice using immunoblotting. **d** Comparison of KDM3b expression in two cerebellar regions between two genotypes. An independent t-test was performed to test statistical significance between two groups. **p < 0.01

Since Kdm3b has been reported as a demethylase targeting H3K9me1 and H3K9me2 [11], we examined whether H3K9 methylation levels are altered in the cerebellum of *Kdm3b*^+/−^ mice. When we assessed H3K9me2 level in the flocculus, a crucial region for cerebellum-dependent oculomotor memory, there is no significant difference in H3K9me2 levels between genotypes (Additional file 1: Fig. S2). Given that the expression pattern of H3K9me2 in the cerebellum remains largely unknown, we attempted a more selective sampling method for quantification of H3K9me2 in the cerebellum using micro-dissection technique which allows us to detect subtle changes in molecular expression [32]. When we micro-dissected the granule-cell-enriched (GCE) and Purkinje-cell-enriched (PCE) samples in the cerebellar vermis (Fig. 2a), we found that H3K9me2 levels were significantly increased in GCE samples from *Kdm3b*^+/−^ mice compared to those from WT mice (Fig. 2b and c; df = 4, p < 0.01; independent t-test). On the other hand, there was no significant difference in H3K9me2 levels between genotypes in PCE samples (df = 4, p > 0.05; independent t-test), showing that Kdm3b regulates H3K9 methylation in the cerebellum in a layer-specific manner.

**Fig. 2:**
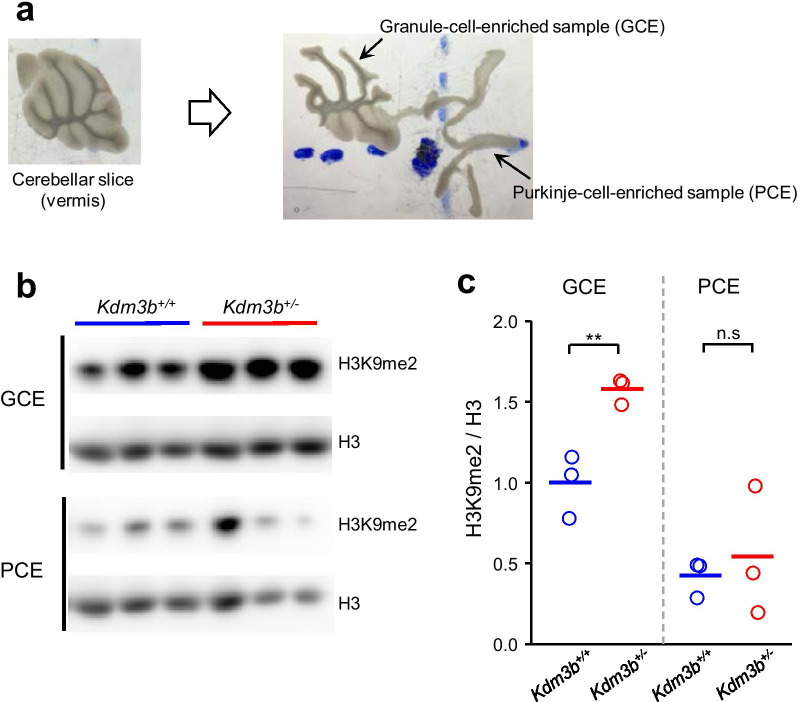
Increased H3K9me2 in the cerebellar granule cell layer of *Kdm3b*^+/−^ mice. **a** Microdissection of cerebellar vermis to separate granule-cell-enriched (GCE) and Purkinje-cell-enriched (PCE) samples. **b**, **c** Layer-specific quantification of H3K9me2 level in GCE and PCE samples from *Kdm3b*^+/+^ and *Kdm*3b^+/−^ mice. N = 3 mice per group. An independent t-test was performed to test statistical significance between two groups. **p < 0.01. n.s indicates p > 0.05

### No changes in basal oculomotor performance in ***Kdm3b***^+/−^ mice

To test the effects of heterozygous knockout of *Kdm3b* on cerebellum-dependent behavior, we subjected *Kdm3b*^+/−^ mice to oculomotor adaptation, which is a simple paradigm of cerebellum-dependent motor learning [20, 33]. First, we tested the basal oculomotor performance in *Kdm3b*^+/−^ mice in comparison with their WT littermates using two classes of oculomotor reflexes, OKR and VOR. The OKR is a reflexive oculomotor response evoked by the motion of the visual field. The VOR is a compensatory oculomotor response driven by the motion of the head in a direction opposite to the head movement. In our experiment, head-fixed mice were exposed to sinusoidal oscillation of the screen or turn-table to induce OKR or VOR, respectively (Fig. 3a). *Kdm3b*^+/−^ mice showed comparable gain (strength) and phase (timing) of the OKR, and VOR both in the dark (dVOR) and light (lVOR) (Fig. 3b and c) (*Kdm3b*^+/+^, n = 19 mice; *Kdm3b*^+/−^, n = 15 mice; p > 0.05 for all comparison pairs, independent t-test), suggesting that haploinsufficiency of *Kdm3b* does not affect the basal oculomotor performance in mice.

**Fig. 3:**
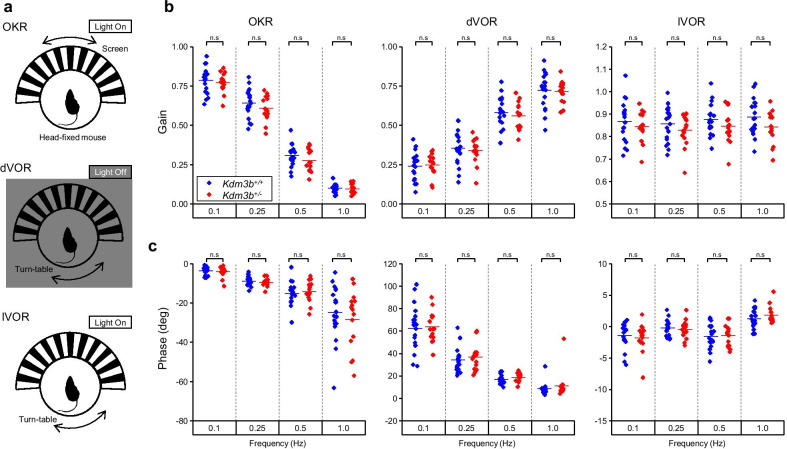
No change in basal oculomotor performance in *Kdm3b*^+/−^ mice. **a** Three classes of basal oculomotor function. Optokinetic response (OKR, top), dark (dVOR, middle) and light vestibulo-ocular reflex (lVOR, bottom). **b** Comparison of gains of OKR, dVOR, and lVOR at different stimulating frequencies between *Kdm3b*^+/+^ (n = 19 mice) and *Kdm3b*^+/−^ (n = 15 mice) groups. **c** Comparison of phases of OKR, dVOR, and lVOR at different stimulating frequencies between two groups. An independent t-test was performed to test statistical significance between two groups. n.s indicates p > 0.05

### Cerebellum-dependent memory consolidation deficits in ***Kdm3b***^+/−^ mice

Next, we investigated the ability of *Kdm3b*^+/−^ mice for cerebellum-dependent learning and consolidation. Long-term exposure of mice to the sinusoidal oscillation of an optokinetic screen induces a gradual increase in OKR gain, which is dependent on the cerebellum [34]. Here, we trained the mice under continuous oscillation of the screen for 50 min with an amplitude of 5° and frequency of 0.5 Hz (Fig. 4a). The OKR was measured before and every 10 min during the training session. To assess the level of memory consolidation, OKR gain was measured in mice after 24 h of consolidation. In the training session, *Kdm3b*^+/−^ mice exhibited slightly lower OKR gain than wild-type littermates, but this difference was not statistically significant (Fig. 3b and c; *Kdm3b*^+/+^, n = 14 mice; *Kdm3b*^+/−^, n = 14 mice; p > 0.05, two-way repeated-measures ANOVA). After training, whereas the level of OKR memory in WT littermates was well maintained up to 24 h, the level of OKR memory in *Kdm3b*^+/−^ mice was significantly reduced (Fig. 3d; Trained p > 0.05; + 24 h p < 0.01; two-way repeated-measures ANOVA with post-hoc Tukey test). Together, our results show that haploinsufficiency of *Kdm3b* leads to a significant deficit in the consolidation of cerebellar memory without affecting memory formation.

**Fig. 4:**
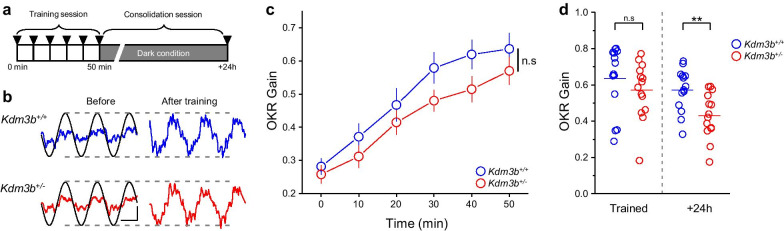
Cerebellum-dependent motor memory consolidation deficits in *Kdm3b*^+/−^ mice. **a** Experimental scheme. Eye movement was measured every 10 min in the training session, and after the consolidation session (upside-down triangles). **b** Representative optokinetic response (OKR) of *Kdm3b*^+/+^ (blue) and *Kdm3b*^+/−^ (red) mice evoked by screen oscillation (black) before and after training. **c** Changes in OKR gains of *Kdm3b*^+/+^ (n = 14 mice) and *Kdm3b*^+/−^ (n = 14 mice) groups in the training session. **d** Comparison of OKR gains in *Kdm3b*^+/+^ and *Kdm3b*^+/−^ mice before and after the consolidation sessions. A two-way repeated-measures ANOVA post-hoc Tukey test was used to test statistical significance between two groups. ** and n.s indicate p < 0.01 and p > 0.05, respectively.

In addition to the deficit in the consolidation of oculomotor memory in *Kdm3b*^+/−^ mice, we examined whether *Kdm3b* expression is regulated by OKR learning in wildtype mice. To this end, C57Bl/6 J mice were subjected to the same behavioral procedures as before (Fig. 4a) and then sacrificed to extract total RNA from the flocculus. The RT-qPCR with reverse transcription result showed that the *Kdm3b* mRNA level was significantly decreased in trained group compared with control group (Additional file 1: Fig. S3) (df = 4, p < 0.01; independent t-test). Our results suggest that *Kdm3b* and its activity-dependent gene regulation is critically involved in the consolidation of cerebellar memory.

### Altered gene expression in the cerebellum of ***Kdm3b***^+/−^ mice

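Bulk RNA from granule-cell-enriched (GCE) tissue of the cerebellar vermis was sequenced from 2 WT mice and 2 *Kdm3b*+/- mice, with 1 library per mouse. GCE tissue was cut by hand from vermal slices and separated from the Purkinje-cell-enriched part. The authors trimmed low-quality bases, aligned the reads with STAR, estimated the abundance of each gene with StringTie, and deposited the coverage, FPKM and TPM of each gene in each library. TPM is scaled to 1000000 per library and carries no depth. The depth was therefore read from the ratio of coverage to FPKM. It was 4.92 and 5.74 gigabases aligned in the WT mice, and 5.69 and 6.69 gigabases in the *Kdm3b*+/- mice.

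*Kdm3b* (NCBI gene 277250) was examined first, as a check of the labels. The authors' tables place it on chromosome 18 from 34777008 to 34839370. Its TPM was 9.10 and 11.0 in the WT mice (10.0 ± 1.34, mean ± SD, n = 2), and 8.30 and 7.90 in the *Kdm3b*+/- mice (8.10 ± 0.287, n = 2). Both *Kdm3b*+/- values lay below both WT values, which an exact permutation test cannot separate from chance, since the smallest p that 2 mice against 2 allow is 0.333. The log2 fold change on the log2(TPM + 1) scale was −0.27 (standard error 0.17, adjusted p = 0.424 from limma). It stayed between −0.40 and −0.15 with each library left out in turn. Correcting each library for transcript length and GC content moved it most, to −0.13. The TPM of a gene counts reads on all its exons, those upstream of the gene trap included.

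The paper called DEX genes with DESeq2 on counts summarised by tximport. That step was not repeated, because TPM values are not counts. Here log2(TPM + 1) was compared between the genotypes with limma for the 13652 genes with a mean TPM of at least 1, and p-values were adjusted by the Benjamini-Hochberg method. On this scale the change of a gene with a low TPM is understated. A gene was DEX with an adjusted p under 0.05 and a fold change over 1.2, which is 0.26 on the log2 scale. The paper's methods give 1.2 as a log2 fold change, while the smallest size of a log2 fold change in its Table S1 is 0.36. In a principal component analysis of the same values, the first component held 54.9% of the variance and set the WT mice (scores −10.53 and −26.34) apart from the *Kdm3b*+/- mice (24.16 and 12.71).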

To evaluate the transcriptional consequences underlying *Kdm3b* knockout, we examined differentially expressed (DEX) genes in *Kdm*3b^+/−^ mice by performing RNA sequencing. 

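With this test, 63 genes were DEX, 16 with higher and 47 with lower expression in *Kdm3b*+/- mice. An unadjusted p under 0.05 was found for 2318 genes, where chance would give 682.6. The labels number the mice 1 and 2 in each group, and deviations of same-numbered mice from their group means correlated at 0.121 across genes. Without the filter on low TPM 1 gene was DEX, with 2418 genes at an unadjusted p under 0.05. Entering the replicate number as a block raised the count most: 600 genes were DEX, 173 higher and 427 lower, with all 63 genes among them. After each library was corrected for transcript length and GC content, that correlation was 0.0229 and the fit with the block called 59 genes, 18 higher and 41 lower.

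Table S1 lists 509 genes, of which 507 passed the TPM minimum. The others, *Ptk2b* and *Trabd2b*, had a mean TPM of 0.958 and 0.843. All 507 genes changed in the direction given in Table S1, which was called from the same 4 libraries, with 194 higher and 313 lower. For all of them both *Kdm3b*+/- values lay on the same side of both WT values, a pattern found for 51.3% of all tested genes and expected by chance for 33.3%. Of the 507 genes, 57 were DEX here, 14 higher and 43 lower. An unadjusted p under 0.05 was found for 506, and an adjusted p under 0.05 for 506 when the adjustment covered the list alone. Across these genes, which are not independent replicates, the log2 fold changes had a correlation of 0.974 with those of Table S1, and the median ratio to them was 1.07. A list selected for changes in both directions favours a high correlation. Many of the lower genes fell further here than in Table S1 and some fell less, while many of the higher genes were close to it.

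Among DEX genes, the largest decrease was in *Tmem254c*, with a TPM of 109 and 93.6 in the WT mice and of 0.201 and 0.210 in the *Kdm3b*+/- mice (log2 fold change −6.40, standard error 0.16, adjusted p = 2.47e-07). The largest increase among DEX genes was in *Tmem254a*, with a TPM of 1.38 and 1.71 against 20.2 and 26.1 (log2 fold change 3.24, standard error 0.19, adjusted p = 0.000196). These genes share a locus on chromosome 14, and their TPM summed with that of *Tmem254b* was 110 and 95.3 in the WT mice and 20.4 and 26.3 in the *Kdm3b*+/- mice, a log2 fold change of −2.10 (adjusted p = 0.0013) under an alternative chosen after seeing the data. The next decreases among DEX genes were in *Gpx3* (−3.16), *Fbln5* (−2.17), *Sult1a1* (−2.15) and *Fmod* (−2.10). The next increases among them were in *Snora34* (1.71), *Fabp7* (1.49), *Rmrp* (1.47) and *Rpph1*, whose TPM was 20.0 and 28.2 in the WT mice and 79.5 and 60.1 in the *Kdm3b*+/- mice. *Snora34*, *Rmrp* and *Rpph1* are short features, and whether StringTie estimates such features reliably was not tested. *Snora34* overlaps *Mir1291*, and the summed TPM of this pair rose by 0.64 on the log2 scale. *Sult1a1* belongs to a set of glucocorticoid response genes whose median log2 fold change was −0.63 (camera, adjusted p = 5.85e-06, and 0.732 with the inter-gene correlation estimated from the libraries). Members of this set outside Table S1 had a median of −0.25 (camera, adjusted p = 0.0806).

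**Figure D2:**
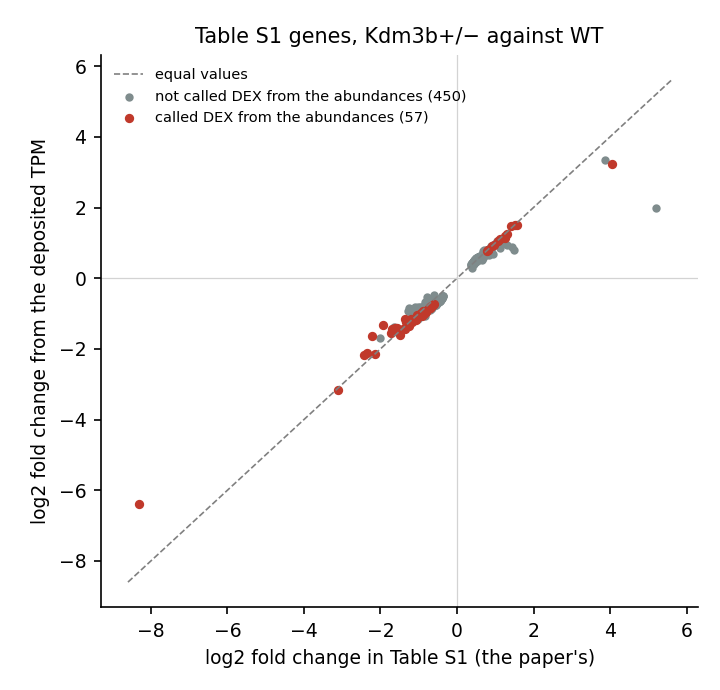
Log2 fold changes (*Kdm3b*+/- against WT) of the 507 tested Table S1 genes, with the paper's values on the x axis and those from the deposited TPM on the y axis, 1 point per gene. Red points are the 57 genes that were DEX here, grey points the other genes, and the dashed line marks equal values; every point has the same sign on both axes.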

A total of 509 DEX genes were found in *Kdm*3b^+/−^ mice compared to WT mice, including 194 upregulated and 315 downregulated genes (Fig. 5a, Additional file 2: Table S1). To identify the biological functions and related pathways of DEX genes, we performed a gene ontology (GO) analysis, which revealed that DEX genes are involved in numerous biological pathways (Additional file 3: Table S2), including the regulation of trans-synaptic signaling pathway (GO:0099177; p-value = 1.4E−02). We further investigated the GO pathways by splitting DEX genes into down-DEX (n = 315) and up-DEX genes (n = 194) and found that down-DEX genes were mostly related to lipid metabolic processes. 

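Table S2 lists 14 down-DEX genes under positive regulation of lipid metabolic process. For 13 of them (*Dgkz*, *Akt2*, *Epha8*, *Fgf1*, *Fgfr3*, *Cyr61*, *Prkcd*, *Srebf1*, *Slc27a1*, *Irs2*, *Angptl4*, *Pnpla2* and *Ccdc3*) the TPM of both *Kdm3b*+/- mice lay below that of both WT mice. By chance the groups do not overlap, in either direction, for 33.3% of genes, but these genes were called in the paper from the same libraries, so the pattern follows from their selection. *Ptk2b* was below the TPM minimum, with a TPM of 1.62 and 1.17 in the WT mice and of 0.450 and 0.588 in the *Kdm3b*+/- mice. The median log2 fold change of the 13 genes was −0.74, and it ran from −1.69 in *Cyr61* to −0.55 in *Irs2*. All 13 genes had an unadjusted p under 0.05, and *Ccdc3* alone was DEX. Its TPM was 44.3 ± 0.817 (SD, n = 2) in the WT mice and 15.8 ± 2.49 (SD, n = 2) in the *Kdm3b*+/- mice, a log2 fold change of −1.44 (standard error 0.16, adjusted p = 0.0116). The adjusted p of the other 12 genes was between 0.0641 (*Fgfr3*) and 0.212 (*Epha8*). With the replicate block all 13 genes were DEX, and with the block after the length and GC correction 1 was. *Fgfr3* was also DEX among genes with a mean TPM of at least 5 and with robust eBayes, and *Cyr61* and *Angptl4* with a crossed block that was chosen after seeing the data.

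The WT mice differed from each other in *Cyr61*, with a TPM of 5.14 and 14.8 against 2.50 and 1.66 in the *Kdm3b*+/- mice, and in *Angptl4*, with 9.20 and 4.29 against 1.87 and 1.80. *Cyr61* belongs to a set of immediate early genes whose median log2 fold change was −0.58 (camera, adjusted p = 0.0159, and 0.732 with the estimated inter-gene correlation), and *Angptl4* to the glucocorticoid response set. Members of these sets outside Table S1 had medians of −0.12 and −0.25 (camera, adjusted p = 0.524 and 0.0806). *Slc27a1*, which encodes a fatty acid transporter, had a TPM of 161 ± 28.8 (SD, n = 2) in the WT mice and 97.4 ± 0.327 (SD, n = 2) in the *Kdm3b*+/- mice. *Srebf1*, which encodes a transcription factor of lipid synthesis, had 25.4 ± 5.17 and 15.1 ± 4.75 (SD, n = 2 each), with a log2 fold change of −0.74 (standard error 0.23, adjusted p = 0.183).

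**Figure D3:**
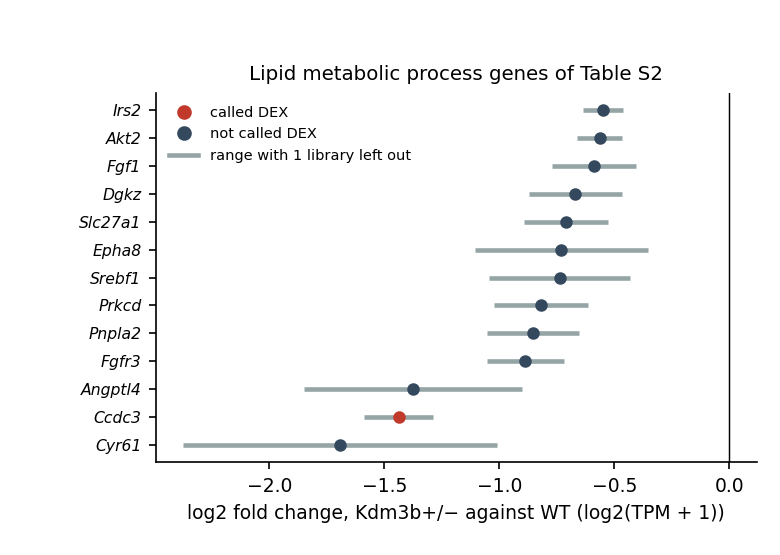
Log2 fold changes (*Kdm3b*+/- against WT) of the 13 tested lipid genes, with a point per gene and a bar for the range of the values with 1 library left out in turn. All points and bars lie below 0, from −1.69 in *Cyr61* to −0.55 in *Irs2*, and the red point is *Ccdc3*, the gene called DEX.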

In particular, 14 down-DEX genes (*Dgkz, Akt2, Epha8, Fgf1, Fgfr3, Cyr61, Prkcd, Ptk2b, Srebf1, Slc27a1, Irs2, Angptl4, Pnpla2, Ccdc3*) are involved in the positive regulation of lipid metabolic process pathway (GO:0045834, p-value = 1.6E−04) (Fig. 5b, Additional file 3: Table S2). In contrast, up-DEX genes are mostly involved in biological pathways related to translation and biosynthetic processes. 

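The paper's GO terms rest on its list of DEX genes. Complete gene families, with members in and outside that list, were therefore also examined; they were chosen with Table S1 already read. Of the 85 tested genes for cytosolic ribosomal proteins, 83 had a higher mean in *Kdm3b*+/- mice and 78 had no overlap between the groups, where chance gives 33.3% of genes and 51.3% of all tested genes had none. Their median log2 fold change was 0.37, while the median of all 13652 genes was −0.07. A camera test of limma with an inter-gene correlation of 0.01 gave an adjusted p of 1.16e-34, and of 1.52e-33 with the replicate block, with 0.121 as the correlation of same-numbered mice. None of these genes was DEX, and 18 are in Table S1. The 67 others had a median of 0.34 (adjusted p = 7.04e-26). The family is short, with a median transcript length of 1094 bases. Of 10000 random sets matched on expression and length, the middle 95% had medians from 0.07 to 0.18. Camera with the inter-gene correlation estimated from the 4 libraries, which was 0.278, changed the call most, to an adjusted p of 0.153. In simulated sets without a shift but with a correlation of 0.3, the fixed value of 0.01 gave a p under 0.05 for 67 of 100 sets. Correction for length and GC content moved the median to 0.24.

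Of the 81 tested nuclear genes for subunits of the mitochondrial respiratory chain and ATP synthase, 74 had a higher mean in *Kdm3b*+/- mice and 62 had no overlap between the groups. The median log2 fold change was 0.35 (camera, adjusted p = 1.08e-24, and 2.22e-27 with the replicate block). With the estimated inter-gene correlation of 0.581 the adjusted p was 0.183. None of the 81 genes was DEX, and 9 are in Table S1. The middle 95% of random sets matched on expression and length had medians from 0.08 to 0.18, and correction for length and GC content moved the family's median to 0.17. Both families kept their direction under each scaling that was tried.

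**Figure D4:**
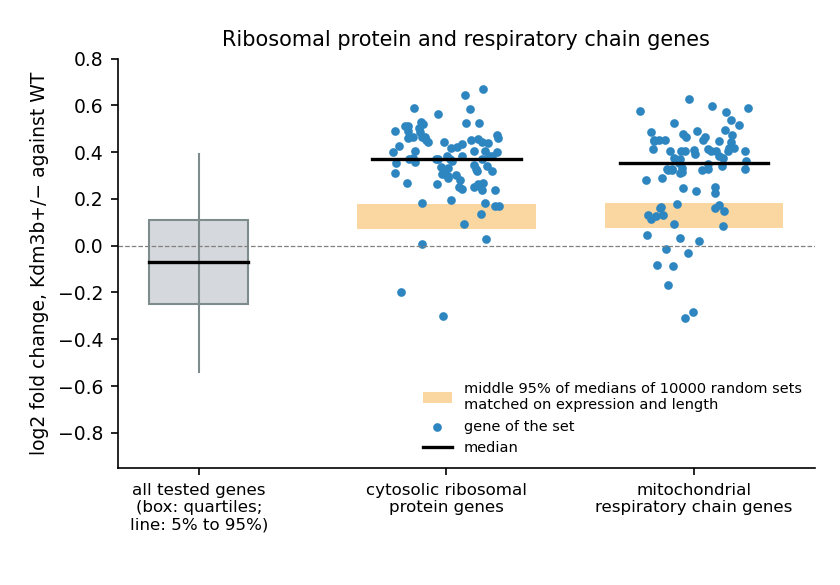
Log2 fold changes (*Kdm3b*+/- against WT) of all tested genes (box, quartiles; line, 5% to 95%) and of the genes of each family (points; horizontal line, median). The orange bands are the middle 95% of medians of 10000 random sets matched on expression and length; the medians of 0.37 and 0.35 lie above them.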

Of note, 22 genes, such as *Rpl31, Fau, Eif2ak2, Purb, and Rpl21*, were shown in the translation pathway (GO:0006412, p-value = 1.7E−05) (Fig. 5c). 

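All 22 genes that Table S2 lists under translation were tested, and in all 22 both *Kdm3b*+/- mice had a higher TPM than both WT mice. By chance the groups do not overlap, whether higher or lower, for 33.3% of genes, but the list was selected from these libraries. The median log2 fold change was 0.49, from 0.36 in *Purb* to 0.79 in *Eif2ak2*. The adjusted p was between 0.0916 and 0.246, so no gene of the list was DEX, while all 22 had an unadjusted p under 0.05. With the replicate block 11 of them were DEX, and with the block after the length and GC correction 0 were. *Rpl31*, *Fau*, *Rpl21*, *Purb* and *Eif2ak2* were not DEX under any of the alternatives.

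*Rpl31* had a TPM of 47.0 ± 5.89 (SD, n = 2) in the WT mice and 66.1 ± 0.120 (SD, n = 2) in the *Kdm3b*+/- mice, a log2 fold change of 0.49 (standard error 0.15, adjusted p = 0.178). *Rpl21* had a TPM of 54.5 and 53.0 in the WT mice and of 69.1 and 74.1 in the *Kdm3b*+/- mice. *Fau*, which encodes a ribosomal protein fused to a ubiquitin-like protein, had a mean TPM of 187 ± 14.1 and 257 ± 24.6 (SD, n = 2 each). *Purb* had 60.6 ± 5.43 and 78.2 ± 0.155 (SD, n = 2 each). *Eif2ak2*, which encodes the kinase PKR, was the least expressed of these genes, with a TPM of 0.667 and 0.298 in the WT mice and of 1.38 and 1.72 in the *Kdm3b*+/- mice, and a pseudocount of 0.1 raised its log2 fold change to 1.57.

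**Figure D5:**
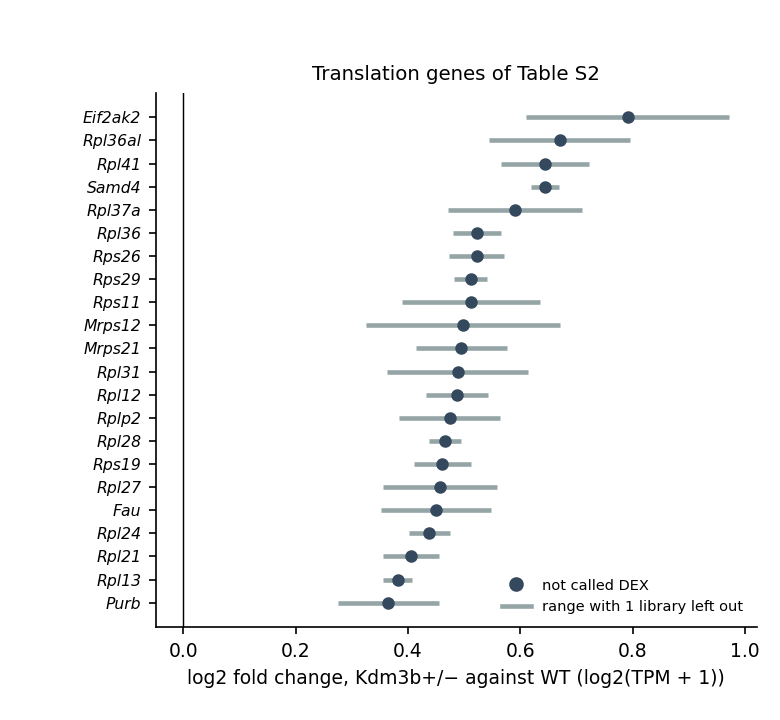
Log2 fold changes (*Kdm3b*+/- against WT) of the 22 translation genes of Table S2, with a point per gene and a bar for the range of the values with 1 library left out in turn. All points and bars lie above 0, from 0.36 in *Purb* to 0.79 in *Eif2ak2*.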

Among the DEX genes, 28 genes (e.g., *Fam107a, Fabp5, Ptk2b, Homer3, F2r, Egr1, Car2, Ntf3, Kcnj10, Plcg1, and Slc6a1*) were related to the trans-synaptic signaling pathway (GO:0099177; p-value = 1.4E−02) (Additional file 3: Table S2). 

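Of the 28 genes, 27 were tested, since *Ptk2b* was below the TPM minimum. Expression was higher in *Kdm3b*+/- mice for 9 genes and lower for 18, and the groups overlapped for none of the 27. By chance 33.3% of genes do not overlap, but this list too was selected from the same libraries. All 27 had an unadjusted p under 0.05, and 2 genes, *Fam107a* among them, were DEX. With the replicate block 22 genes were DEX, 5 higher and 17 lower, and with the block after the length and GC correction 3 were. *Fabp5*, which encodes a fatty acid binding protein, had a TPM of 56.7 ± 13.6 in the WT mice and 118 ± 14.5 in the *Kdm3b*+/- mice (SD, n = 2 each), a log2 fold change of 1.06 (standard error 0.18, adjusted p = 0.0523), and was DEX in 8 of 15 alternatives.

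*Egr1* had a TPM of 78.8 and 124 in the WT mice and of 45.0 and 57.1 in the *Kdm3b*+/- mice, a log2 fold change of −0.95 (standard error 0.22, adjusted p = 0.114). It belongs to the immediate early set and lies 21.8 kb from *Kdm3b*. *F2r* had a log2 fold change of −0.86 (adjusted p = 0.135), *Plcg1* of −0.84 (adjusted p = 0.183) and *Kcnj10* of 0.70 (adjusted p = 0.158). *Egr1*, *F2r* and *Plcg1* were DEX only with the replicate block, and *Kcnj10* under no alternative. From the trans-synaptic signaling genes among its DEX genes, the paper went on to a network of these genes (Fig. 5d), and it proposes that changed transcription of plasticity-related genes contributes to the memory deficit of *Kdm3b*+/- mice.

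**Figure D6:**
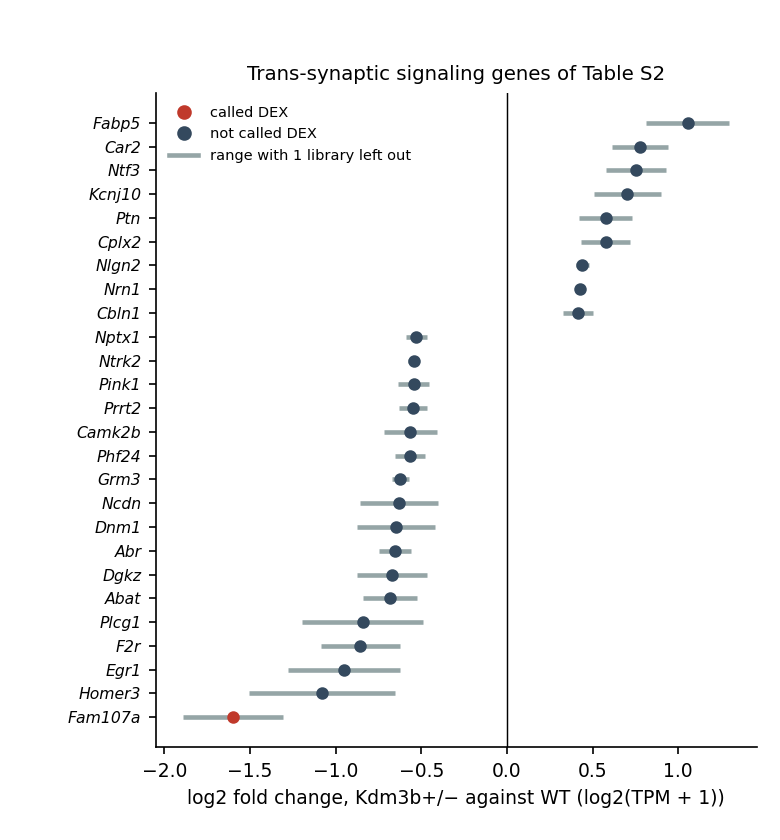
Log2 fold changes (*Kdm3b*+/- against WT) of tested trans-synaptic signaling genes, with a point per gene and a bar for the range of the values with 1 library left out in turn. Lower genes lie left of 0 and the 9 higher genes right of it, up to 1.06 in *Fabp5*, and the red point is *Fam107a*, which was called DEX.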

We further assessed whether the changes in gene expression in the cerebellar GCE layer in *Kdm*3b^+/−^ mice are related to synaptic activity. We focused on the 28 genes of the trans-synaptic signaling pathway from the GO results and analyzed their relationships with other genes using gene network analysis (Fig. 5d). As a result, 20 genes were newly identified and assumed to be involved in the trans-synaptic signaling pathway. The hub gene, which is connected to the largest number of nodes, was *Pacsin1*, followed by *Ncdn, Dnm1*, and *Ntrk2*.

**Fig. 5:**
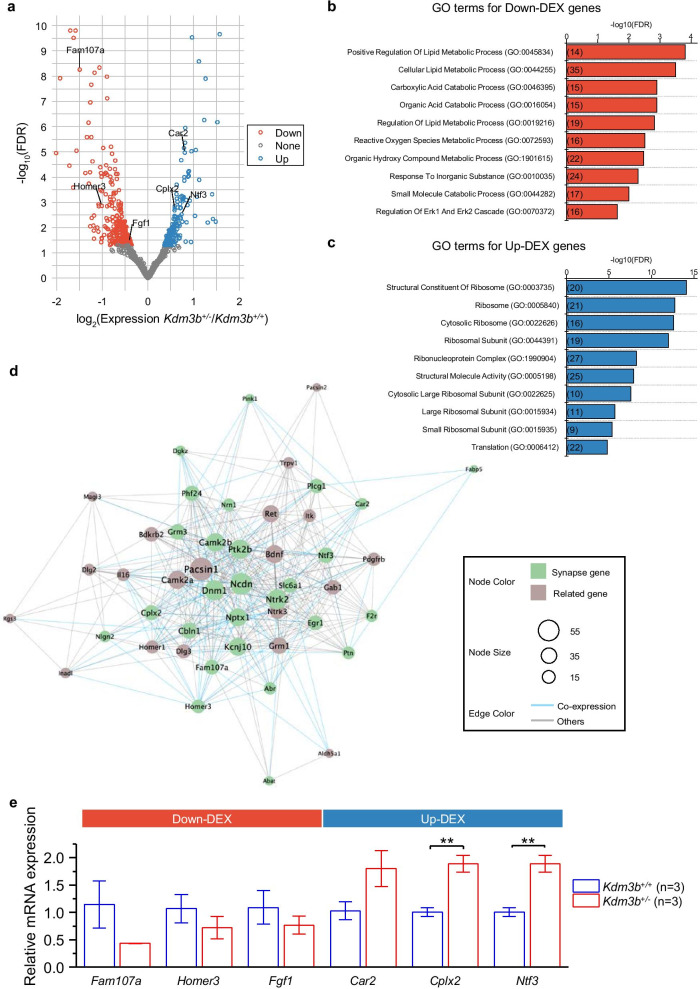
RNA-seq analysis in the cerebellar granule cell layer of *Kdm3b*^+/−^ mice. **a** Volcano plot of the differentially expressed (DEX) genes in *Kdm3b*^+/−^ mice compared to WT mice. Y axis is the false discovery rate (FDR) with − log10 used and X axis is the expression values of *Kdm3b*^+/−^ mice divided by WT mice with log2 used. Two mice per group were used for the analyses. **b** Gene ontology (GO) analysis of the down-DEX genes compared to wild type mice. Three GO domain, GO biological process (GO:BP), cellular component (GO:CC), and molecular function (GO:MF) were used. Results with term size equal to or bigger than 30 and less than 1000 were used. Y axis is the name of the terms of the GO results and X axis is the FDR with − log10 used. **c** GO analysis of the up-DEX genes compared to wild type mice. Results were filtered same as in (b). In **b** and **c**, the number in parentheses indicates the number of genes belonging to a given GO term. **d** Gene network analysis using 28 genes, which intersected with the GO term ‘regulation of trans-synaptic signaling’ (GO:0099177; p-value = 1.4E−02). The intersected genes are colored green. **e** RT-qPCR validation of selected DEX genes. RT-qPCR analysis targeted the six selected genes (*Fam107a*, *Homer3*, *Fgf1*, *Car2*, *Cplx2*, and *Ntf3*) was performed using GCE samples obtained from *Kdm3b*^+/+^ and *Kdm3b*^+/−^ mice (n = 3 per group). An independent t-test was performed to test statistical significance between two groups. **p < 0.01

Finally, to validate the RNA-seq results, we performed RT-qPCR analysis using GCE samples obtained from independent groups of *Kdm3b*^+/+^ and *Kdm3b*^+/−^. Among the 28 DEX genes belonging to the GO term ‘regulation of trans-synaptic signaling’, we selected five genes: *Fam107a*, *Homer3*, *Car2*, *Cplx2*, and *Ntf3*. 

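In the RNA-seq libraries, *Fam107a* (chromosome 14, 8296278 to 8309776) had a TPM of 72.6 and 51.8 in the WT mice and of 24.2 and 15.8 in the *Kdm3b*+/- mice. Its log2 fold change was −1.60 (standard error 0.22, adjusted p = 0.0239), between −1.89 and −1.31 with each library left out in turn, and it was DEX in 10 of 15 alternatives. *Homer3* (chromosome 8, 70282999 to 70294361) had a TPM of 35.1 and 19.1 against 12.8 and 10.8, a log2 fold change of −1.08 (standard error 0.25, adjusted p = 0.125), and was DEX only with the replicate block. With each library left out in turn its log2 fold change ran from −1.50 to −0.66, the smallest change being without WT mouse 1. *Homer3* is also a marker of Purkinje cells, and the 16 Purkinje cell markers that were tested were all lower in *Kdm3b*+/- mice, with a median log2 fold change of −0.56 (camera, adjusted p = 7.06e-05, and 0.732 with the inter-gene correlation estimated from the libraries). *Car2* (chromosome 3, 14886426 to 14900770) had a TPM of 439 and 418 against 655 and 821, a log2 fold change of 0.77 (standard error 0.14, adjusted p = 0.0583). It was DEX among genes with a mean TPM of at least 5, with robust eBayes, with the replicate block with and without the length and GC correction, and with overlapping gene models merged, which was chosen after seeing the data.

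**Figure D7:**
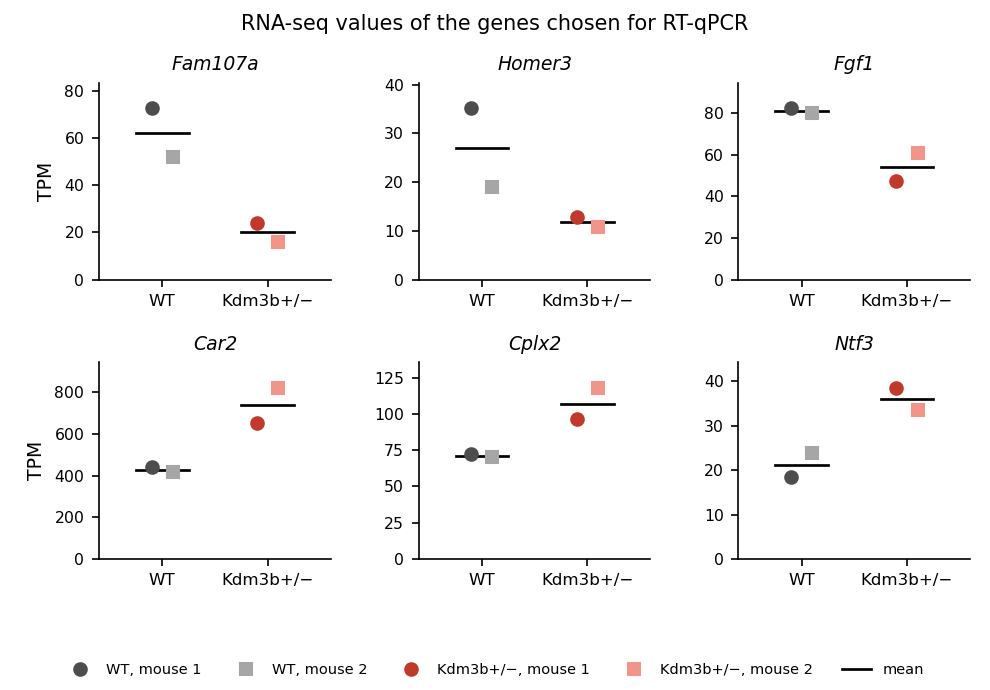
TPM in the RNA-seq libraries of the 6 genes chosen for RT-qPCR, with a point per mouse and a line for the mean of each genotype (n = 2). In each panel the *Kdm3b*+/- mice lie on the same side of both WT mice, lower for *Fam107a*, *Homer3* and *Fgf1* and higher for *Car2*, *Cplx2* and *Ntf3*.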

Three of them (*Ntf3* [35], *Cplx2* [36, 37], *Homer3* [38]) were suggested as regulators of learning and memory and *Fam107a* was known to be expressed in the cerebellar granule cell [39]. In addition to these five genes, we also attempted to validate the downregulation of *Fgf1* gene which has been suggested as a crucial gene in regulating the persistence of fear memory in the amygdala [29]. 

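*Fgf1* lies on chromosome 18 from 38838673 to 38918699, on the same chromosome as *Kdm3b*. In the RNA-seq libraries its TPM was 81.4 ± 1.40 (SD, n = 2) in the WT mice and 54.2 ± 9.81 (SD, n = 2) in the *Kdm3b*+/- mice. The log2 fold change was −0.59 (standard error 0.16, adjusted p = 0.154), and it stayed between −0.77 and −0.41 with each library left out in turn. *Fgf1* was DEX only with the replicate block (adjusted p = 0.0399).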

In RT-qPCR analysis, we again found significant increases in *Cplx2* and *Ntf3* mRNA levels in GCE samples of *Kdm3b*^+/−^ group compared with those of *Kdm3b*^+/+^ group (Fig. 5e; df = 5, p < 0.01; independent t-test). For the other genes, the difference in mRNA levels between the two genotypes did not reach statistical significance (p > 0.05), but the same tendency was confirmed when compared with the RNA-seq results, supporting the validity of our RNA-seq results.

## Discussion

Here, we report that haploinsufficiency of *Kdm3b* results in deficits in the consolidation of OKR memory. Moreover, we found that *Kdm3b* deletion affects the transcription of several plasticity-related genes in the cerebellum, which may also contribute to memory deficits in mutant mice.

Unlike short-term memory, which is dependent on the covalent modifications of pre-existing molecules, long-term memory requires changes in transcription and translation [1, 2, 20]. The requirement for the synthesis of new mRNA and protein for memory consolidation has been demonstrated in multiple forms of learning in diverse species including *Aplysia*, *Drosophila*, and mammals. It has been shown that infusing actinomycin D or anisomycin into the mouse cerebellar flocculus before OKR training blocks the increase in OKR gain after 4 h, but not after 1 h, suggesting that transcription and translation are also required for the consolidation of cerebellum-dependent motor learning [17]. In addition, injecting anisomycin into the cerebellar nuclei impairs the retention of conditioned response in the eye blink conditioning task, which is another well-known cerebellar learning paradigm [40]. Recently, Kim et al. have shown that cerebellum-dependent learning triggers changes in protein expression in the cerebellum in a learning paradigm-dependent manner [20]. In addition, the late phase of cerebellar long-term depression, which is considered a cellular mechanism for certain forms of cerebellar learning, was also shown to be dependent on protein synthesis [41]. Despite accumulating evidence for the critical roles of epigenetic regulation on gene expression and memory [4], surprisingly, whether epigenetic mechanisms are involved in cerebellar motor learning has not yet been investigated.

Active changes in histone methylation in response to learning or other external stimuli have been observed in multiple brain regions [42–46]. In particular, H3K9me2 was increased in the hippocampus, entorhinal cortex, and amygdala 1 h after mice were trained in the fear conditioning paradigm [42–44]. The expression of the histone lysine methyltransferase G9a increased after fear conditioning, which might be responsible for the increased H3K9me2 [44]. Consistently, inhibiting G9a impaired fear memory, while pharmacological inhibition of the histone lysine demethylase LSD1 (KDM1A) enhanced fear memory [44]. This result is interesting since we found that haploinsufficiency of *Kdm3b* impairs, rather than enhances, motor memory. A recent study showed that another H3K9 demethylase, plant homeodomain finger protein 2 (PHF2), acts as a positive regulator of hippocampal memory without affecting amygdala-dependent cued fear memory [47], suggesting that each histone demethylase may have a distinct role depending on brain regions and behavioral tasks. It would be interesting to examine the role of other histone-modifying enzymes, including LSD1, in cerebellar learning.

We identified several genes that were differentially expressed in the cerebellar granule cell-enriched layer, which may contribute to the OKR consolidation deficit in *Kdm3b*^+/−^ mice. 

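*Cbln1*, a granule cell marker on chromosome 8 (87468853 to 87472592), had a TPM of 391 and 347 in the WT mice and of 476 and 507 in the *Kdm3b*+/- mice. The log2 fold change was 0.41 (standard error 0.12, adjusted p = 0.178), with an unadjusted p from limma of 0.00845. It stayed between 0.33 and 0.50 with each library left out in turn, and *Cbln1* was not DEX under any of the alternatives, where its adjusted p was between 0.0631 and 0.345. The set of 16 granule cell markers that holds *Cbln1* had a median log2 fold change of 0.01.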

Among DEX genes, *Cbln1* (log2 fold change = 4.0E−01; p-value = 3.6E−02) was previously reported to be secreted in the cerebellar granule cells and plays an essential role in controlling synaptic structure and plasticity [48]. In addition, *Ntf3* (log2 fold change = 7.4E−01; p-value = 3.0E−03), which encodes neurotrophin-3, is mostly secreted by mature granular cells and contributes largely to cerebellar development, such as Purkinje cell maturation [49]. 

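*Ntf3* (chromosome 6, 126101412 to 126166744) had a TPM of 18.4 and 23.8 in the WT mice and of 38.6 and 33.6 in the *Kdm3b*+/- mice. Its log2 fold change was 0.75 (standard error 0.17, adjusted p = 0.112). With each library left out in turn the value was between 0.58 and 0.93. *Ntf3* was DEX only with the replicate block, with an adjusted p of 0.0271, and its adjusted p over the alternatives reached 0.299.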

Although we showed that *Kdm3b* haploinsufficiency did not affect the gross morphology of the cerebellum (Additional file 1: Fig. S1), whether *Kdm3b* deletion have any subtle effects on the brain development remains to be examined. 

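*Ptn*, which encodes the secreted growth factor pleiotrophin, lies on chromosome 6 from 36715663 to 36811361. Its TPM was 96.8 ± 14.7 (SD, n = 2) in the WT mice and 144 ± 0.369 (SD, n = 2) in the *Kdm3b*+/- mice. The difference was larger than the spread within either genotype, with a log2 fold change of 0.58 (standard error 0.15, adjusted p = 0.142). *Ptn* was DEX only with the replicate block (adjusted p = 0.0339, and at most 0.306 over the alternatives).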

One of the other DEX genes, *Ptn* (log2 fold change = 5.6E−01; p-value = 8.5E−03) is also known to be involved in the regulation of cerebellar development. During the first two postnatal weeks, *Ptn* is known to be associated with the control of granule cell migration. In addition, in adult mice, it controls neuronal plasticity by taking part in perineuronal nets [50].

We showed that H3K9 di-methylation is selectively increased in the cerebellar GCE layer in *Kdm3b*^+/−^ mice. Considering that the granule cells are major excitatory presynaptic inputs to Purkinje cells, Kdm3b may be critical for regulating the expression of genes involved in presynaptic function. 

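*Cplx2*, which encodes complexin 2, a protein that binds the SNARE complex at presynaptic terminals, lies on chromosome 13 from 54371349 to 54383917. Its TPM was 72.4 and 69.9 in the WT mice and 96.3 and 118 in the *Kdm3b*+/- mice. The log2 fold change was 0.58 (standard error 0.15, adjusted p = 0.143), with an unadjusted p from limma of 0.00338. It was between 0.43 and 0.72 with each library left out in turn. With the replicate block *Cplx2* was DEX, with an adjusted p of 0.0376, and under no other alternative, where its adjusted p was at most 0.304.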

Consistently, we found that the expression of *Cplx2* (log2 fold change = 5.9E−01; p-value = 1.70E−05), which is known to be related with synaptic transmission and plasticity, is significantly increased in *Kdm3b*^+/−^ mice [36, 37, 51, 52]. In the cerebellum, *Cplx2* is expected to be expressed at the terminal of granule cells (GCs) because it is considered as a maker for the excitatory presynaptic terminal in the brain [53]. Based on these, we speculate that an altered synaptic transmission or plasticity at GC-Purkinje cell (PC) synapse may result in deficits in the consolidation of OKR memory in *Kdm3b*^+/−^ mice. In addition, we previously reported that *Cplx2* expression is altered by oculomotor learning [20]. Hence, it would be interesting to elucidate the role of *Cplx2* in synaptic transmission at GC-PC synapses and in the consolidation of OKR memory. By providing a comprehensive list of molecules related to the trans-synaptic signaling pathway, we offer candidates for future studies on the synaptic control of cerebellum-dependent motor memory consolidation.

To our knowledge, this is the first study to present behavioral and molecular evidence implicating the critical role of histone modification in cerebellar learning. Interestingly, diverse epigenetic mechanisms have been implicated in several diseases affecting the cerebellum, including ataxia, autism spectrum disorders, Fragile X syndrome, and medulloblastoma [54]. Recent genetic studies have revealed *Kdm3b* as a risk gene for cognitive disorders, such as schizophrenia and intellectual disabilities [14]. Schizophrenia is highly associated with motor deficits, and cerebellar abnormalities are often reported in patients with schizophrenia [55]. Our study contributes to the understanding of the physiological and pathophysiological functions of the epigenetic regulator *Kdm3b* in the cerebellum.

## Supplementary Information

**Additional file 1:** Supplementary Figures.

**Additional file 2: **Supplementary Table 1. List of differentially expressed (DEX) genes (509 genes). 

**Additional file 3:** Supplementary Table 2. Gene ontology (GO) analysis of DEX genes. 

## Data Availability

All data generated or analyzed in this study are included in this published article. RNA-seq data are available from the Gene Expression Omnibus (https://www.ncbi.nlm.nih.gov/geo).

## Abbreviations

DEX: Differentially expressed
GO: Gene ontology
GC: Granule cell
GCE: Granule-cell-enriched
H3K9: Lysine 9 on histone 3
H3K9me1/2: Mono-and di-methylated lysine 9 on histone 3
OKR: Optokinetic response
PC: Purkinje cell
PCE: Purkinje-cell-enriched
H3K9me3: Tri-methylation on Histone 3 Lysine 9
VOG: Video-oculography
VOR: Vestibulo-ocular reflex
WT: Wild-type

# Supplementary material for: Kdm3b haploinsufficiency impairs the consolidation of cerebellum-dependent motor memory in mice
**Source:** Mol Brain. 2021 Jul 3;14:106. doi: 10.1186/s13041-021-00815-5
**Supplement:** Supplementary file 1 — Additional file 1: Supplementary Figures.

## Supplementary Information

### **Kdm3b haploinsufficiency impairs the consolidation of cerebellum-dependent motor memory in mice**

Yong Gyu Kim<sup>1, 2, \*</sup>, Myeong Seong Bak<sup>1, 2, \*</sup>, Ahbin Kim<sup>1, 2, \*</sup>, Yujin Kim<sup>3, 4</sup>, Yun-Cheol Chae<sup>5</sup>, Ye Lee Kim<sup>2, 6</sup>, Yang-Sook Chun<sup>1, 2, 6</sup>, Joon-Yong An<sup>3, 4</sup>, Sang-Beom Seo<sup>5</sup>, Sang Jeong Kim<sup>1, 2, 7, +</sup>, Yong-Seok Lee<sup>1, 2, 7, +</sup>

<sup>6</sup>Ischemic/hypoxic disease institute, Seoul National University College of Medicine, Seoul 03080, Korea

\*These authors contributed equally to this work

<sup>+</sup>Correspondences: Sang Jeong Kim () and Yong-Seok Lee ()

## List of contents

Supplementary Figure 1. Sagittal sections of Nissl stained *Kdm3b*<sup>+/+</sup> (a) and *Kdm3b*<sup>+/-</sup> (b) mice brain.

Supplementary Figure 2. Quantification of H3K9me2 level in the cerebellar flocculus between *Kdm3b*<sup>+/+</sup> and *Kdm3b*<sup>+/-</sup> groups.

Supplementary Figure 3. Comparison of relative Kdm3b mRNA level in the cerebellar flocculus between control and OKR-trained groups.

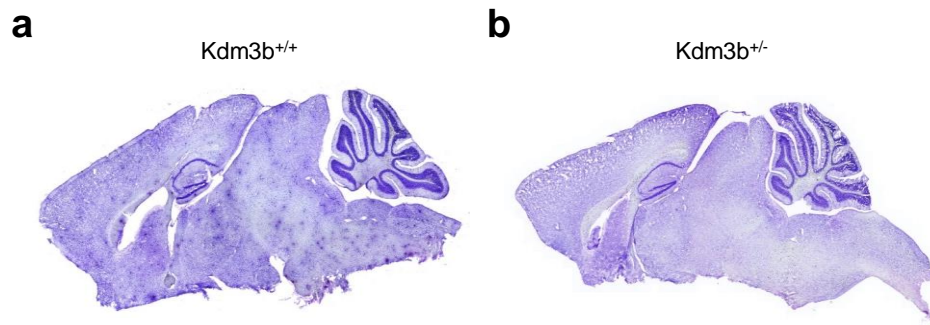

**Supplementary Figure 1.** Sagittal sections of Nissl-stained *Kdm3b*<sup>+/+</sup> (a) and *Kdm3b*<sup>+/-</sup> (b) mice brain.

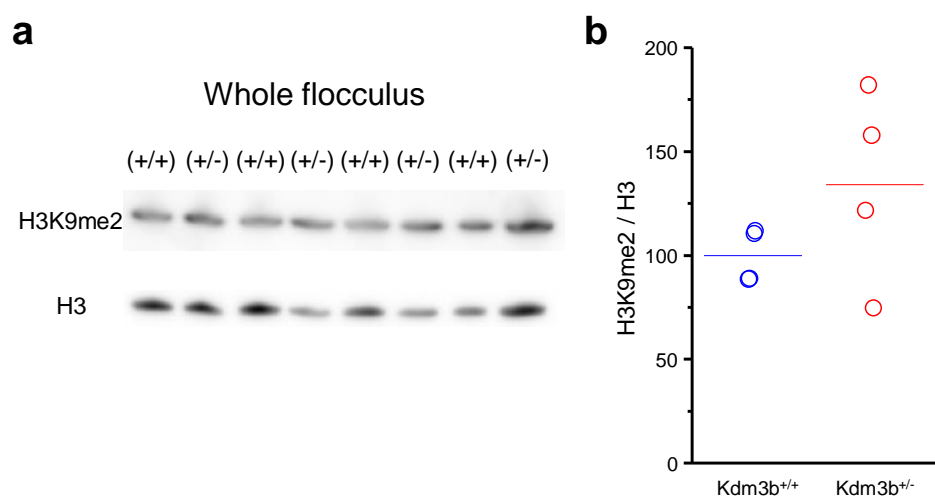

**Supplementary Figure 2.** Quantification of H3K9me2 levels in the cerebellar flocculus between *Kdm3b*<sup>+/+</sup> and *Kdm3b*<sup>-/-</sup> groups. (a) Immunoblotting bands of H3K9me2 and H3 in histone extracts from *Kdm3b*<sup>+/+</sup> and *Kdm3b*<sup>-/-</sup> mice (n=4 each group). (b) Quantification of immunoblotting in *Kdm3b*<sup>+/+</sup> and *Kdm3b*<sup>-/-</sup> groups.

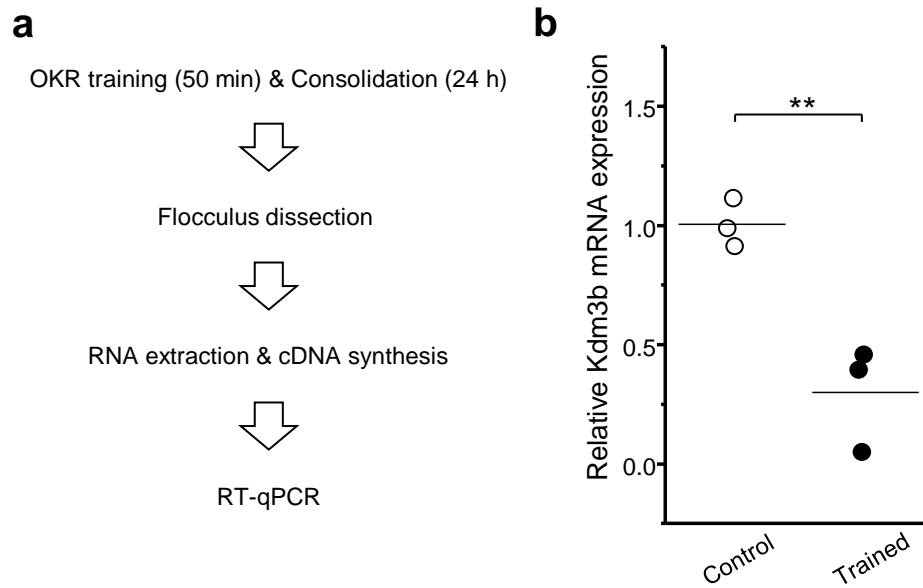

**Supplementary Figure 3.** Comparison of relative Kdm3b mRNA levels in the cerebellar flocculus between control and OKR training groups. (a) Experimental procedure. The flocculus was dissected after 50 min of OKR training and 24 h of consolidation in the dark. The extracted total RNA was reverse transcribed into cDNA. (b) RT-qPCR analysis was performed to compare Kdm3b mRNA expression levels between control and trained groups (n=3 per group). An independent t-test was performed to test statistical significance between the two groups. \*\*p < 0.01.

How the deposited data were processed for this re-analysis (not part of the article)

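Bulk RNA-seq of GCE tissue of the cerebellar vermis was examined in 2 WT mice and 2 *Kdm3b*+/- mice, with 1 library per mouse. The sample labels give the genotype and a replicate number of 1 or 2 in each group, and name the tissue as cerebellum; the paper's methods name it as GCE tissue. The samples were grouped by genotype from these labels. The replicate numbers that served as a block come from the labels as well, and same-numbered mice are different animals.

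The authors trimmed low-quality bases, aligned the reads with STAR and estimated gene abundances with StringTie. They deposited a table per library with the coverage, FPKM and TPM of each gene. Coverage, as deposited, is the mean read depth over the exons of a gene and is not normalized. FPKM, as deposited, is scaled by the authors to gene length and to the mapped fragments, and TPM, as deposited, is scaled by the authors to gene length and to a total of 1000000 per library. The paper's text does not name the genome build, the annotation or the versions of these tools. Of the gene identifiers, 99.6% lay on the chromosome given by a RefSeq table of GRCm38, and 90.4% had a start within 1 kb of it. Gene symbols were found for 24462 of 24532 identifiers. Entries with the same identifier, which 220 identifiers had, were summed.

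The number of aligned bases was computed from the ratio of coverage to FPKM, and between 67.0% and 67.6% of the entries of a library had the ratio that was taken. For genes with low values, the most frequent ratio of FPKM, WT mouse 1 over the other library, was taken. It was 1.167, 1.157 and 1.36 for WT mouse 2 and *Kdm3b*+/- mice 1 and 2. The ratios of aligned bases were 1.168, 1.158 and 1.36. Both rest on the scaling of FPKM, so they are not independent checks of the depth. Read counts per gene were not recovered, since abundance was estimated on transcripts. The 20 genes with the highest TPM held between 9.51% and 10.3% of the total in each library.

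TPM was transformed to log2(TPM + 1). Genes with a mean TPM of at least 1 over the 4 libraries were tested with limma version 3.58.1 (lmFit, and eBayes with trend) in R version 4.3.3, with the genotype as the only term, and p-values were adjusted by the Benjamini-Hochberg method over the 13652 genes. DEX genes had an adjusted p under 0.05 and a fold change over 1.2. Robust fits used statmod version 1.5.0. Tables and figures were made with Python version 3.11.15, NumPy version 2.4.6, pandas version 2.3.3 and Matplotlib version 3.10.9. With 2 mice against 2, the smallest two-sided p of an exact permutation test is 0.333, so such a test was used only to state this limit. With so few mice, the limma p-values rest on a spread that is shared across genes.

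Gene families were tested with camera of limma with an inter-gene correlation of 0.01, and their medians were set against 10000 random sets drawn within 20 bins of mean expression, and within 5 bins of transcript length as well. The families were the cytosolic ribosomal proteins, the nuclear subunits of the respiratory chain and ATP synthase, and 16 sets of marker genes of cell types and of responses to stress, activity and time of day, of which 15 had a tested member. The sets were written by hand before the data were examined, but with Table S1 already read, as were the design of each test and all alternatives but those named as chosen after seeing the data. Transcript length and GC content came from the GENCODE transcripts of GRCm38 and were found for 12904 of the tested genes (94.5%). The share of DEX genes within 20 Mb of *Kdm3b* was compared with that of other genes by a one-sided Fisher's exact test.

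The genes named in the text are *Kdm3b*, the genes the paper names in its RNA-seq results, its RT-qPCR and its discussion, and the 5 DEX genes with the largest increase and the 5 with the largest decrease among those whose groups did not overlap. DEX genes outside Table S1, *Trabd2b*, and genes near *Kdm3b* or in shared loci were named after their values were seen. The result of 1 gene of the trans-synaptic signaling list is counted with the list and is not reported here by itself.

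The alternatives were a pseudocount of 0.1, FPKM in place of TPM, no filter on low TPM, a mean TPM of at least 5, median-ratio scaling, quantile normalization, TPM without the 20 highest genes, the highest entry per gene in place of the sum, eBayes without trend, robust eBayes, the replicate number as a block, a loess correction of each library for transcript length and GC content with and without that block, and each library left out in turn. The adjusted p alone and a log2 fold change over 1.2 were tried as thresholds. Merging gene models on the same strand that overlap reciprocally by at least 80%, a block with crossed replicate numbers, and a TPM above 0 in every library were added after seeing the data. With a library left out, 1 group holds 1 library, so only fold changes were computed.

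The scripts were tested on simulated data for the 13652 genes. Of 200 genes given a log2 fold change of 0.5, 1 or 2, the test called 0%, 71% and 100%, with 0, 7 and 10 false calls. With no change simulated it called no gene, and with the block 1 gene. With the block, 88% of 200 genes with a log2 fold change of 1 were called, with 33 false calls. Of 100 gene sets without a shift and without correlation between genes, 2 had a camera p under 0.05. In a simulation added after seeing the data, of 100 sets of 85 genes without a shift but with an inter-gene correlation of 0.3, 67 had a camera p under 0.05 with the fixed correlation and 7 with the estimated correlation, so the fixed correlation understates p for genes that vary together. With a shift of 0.4, the estimated correlation called 47 of 100 such sets, and 100 of 100 sets without correlation between genes. A simulated length bias with a Spearman rho of −0.483 over 12904 genes was reduced to −0.000109 by the correction.

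The paper's DESeq2 test needs counts, and its GO and network analyses need annotation databases; these steps were not repeated. The protein, histone methylation, behavioral and RT-qPCR experiments were not analysed here.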

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

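The tests of overlapping gene models and of blood marker genes described here were chosen only after the values below were seen. Of the 63 DEX genes, 6 are outside Table S1, and the paper does not discuss them: *Slc10a3*, *S100a9*, *S100a8*, *DQ267101*, *Mir692-2* and *Snora34*. Why Table S1 does not list them was not tested.

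*Slc10a3* had a TPM of 4.39 and 1.92 in the WT mice and was listed at 0 in both *Kdm3b*+/- mice, with a log2 fold change of −1.99 on the log2(TPM + 1) scale. It overlaps *Gm44504* on the same strand over its whole length, and a candidate explanation is that StringTie split reads differently between these models. The summed TPM of the overlapping pair fell by 1.17, so the larger part of the change stayed, and *Gm44504* itself did not rise (log2 fold change 0.07, adjusted p = 0.886). *Snora34* (1.71) overlaps *Mir1291*, and there the summed TPM rose by 0.64. *Mir1291* itself had a TPM of 3.96 and 2.89 in the WT mice and of 1.72 and 0.942 in the *Kdm3b*+/- mice, a smaller loss than the gain of *Snora34*. *Snora34* also lies inside *Kansl2* on the same strand, and their summed TPM had a log2 fold change of −0.078. *Kansl2* has a much higher TPM than *Snora34*, so this sum says little about *Snora34*. *Mir692-2* (1.34) has the same span as *Mir692-3*, and the summed TPM rose by 1.12 (adjusted p = 0.0559). *Mir692-2* has 2 entries per library, which were joined here into 1 span of 51097793 bases. On such joined spans *Eno1b* and *Gm5801* overlap it as well, which does not show that the gene models themselves overlap. The TPM of *Mir692-2* summed with that of *Eno1b* or *Gm5801* rose by 0.47 or 0.019. These genes have a higher TPM than *Mir692-2*, so their sums say little about it. For *Snora34* a different split of reads between models may account for a part of the change, and it was not excluded for *Mir692-2*. *DQ267101* (−1.52) is a feature of 72 bases that lies inside *Rian*. Its TPM was 3.19 and 2.72 in the WT mice and 0.163 and 0.622 in the *Kdm3b*+/- mice. Summed with the TPM of *Rian*, which is higher in each mouse, it fell by 0.57 on the log2 scale. Whether StringTie estimates such short features reliably was not tested.

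*S100a9* (−1.81) had a TPM of 7.82 and 6.64 in the WT mice and of 1.82 and 0.945 in the *Kdm3b*+/- mice, and *S100a8* (−1.68) had 4.68 and 5.25 against 0.973 and 0.757. Both are expressed in white blood cells, so less blood in the *Kdm3b*+/- tissue could lower them. The set of 6 blood markers, which are genes of red blood cells, went the other way, with a median log2 fold change of 0.42 (camera, adjusted p = 0.0829, 5 of 6 genes higher). The median ran from 0.20 to 0.59 with each library left out, and from 0.18 to 0.49 over the other alternatives. Its size therefore depended on single libraries, while its direction did not. The adjusted p was 0.0485 with the replicate block and ran from 0.0117 to 0.745 over the alternatives. This set includes *Hbb-bs* and *Hbb-b1*, whose models overlap and which moved in opposite directions; with the pair merged they rose by 0.43. White blood cells were not represented by a set of their own. A change with genotype remains a hypothesis, as for all DEX genes of these 4 mice. The labels and the paper do not give the cage or litter of each mouse. A difference of cage or litter between the genotypes was therefore not excluded.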

How the results depend on the processing

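The crossed block and the merged gene models were chosen only after results had been seen, and the other alternatives in this part before. The number of DEX genes (63) was within 1.5 times in 12 of 17 alternatives. It was 38 with FPKM in place of TPM (26 lower), 1 without the filter on low TPM (0 higher and 1 lower, with 2418 genes at an unadjusted p under 0.05), 37 with eBayes without trend (10 higher, 27 lower), 600 with the replicate block (173 higher, 427 lower), and 33 with a log2 fold change over 1.2 (8 higher, 25 lower). Robust eBayes called 28 higher genes. The number of Table S1 genes called DEX (57) was 34, 1, 28, 394 and 27 under the same 5 alternatives. Under median-ratio scaling 37.7% of DEX genes were higher, against 25.4% with TPM as deposited; this scaling moved the median log2 fold change of all genes from −0.07 to −0.0045, and quantile normalization to 0.0053. The share of the 63 genes called again differed: 51 were DEX with a mean TPM of at least 5 and with quantile normalization, 54 with median-ratio scaling, 45 after the length and GC correction and 53 with the crossed block chosen after seeing the data. The cause of these changes was not tested, apart from the block (under the other observations).

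The number of Table S1 genes that changed in the paper's direction (507) was 444 to 509 over the alternatives, which do not all test the same genes. The lipid, translation, trans-synaptic, RT-qPCR and discussion genes that the text names kept their direction under every alternative that tested them. *Kdm3b* ran from −0.30 to −0.13 with all 4 libraries and from −0.40 to −0.15 with each library left out, and was not DEX under any alternative. *Pacsin1* reversed from −0.07 to 0.000075 with FPKM, 0.0080 with median-ratio scaling and 0.18 with the length and GC correction, with and without the block, and ran from −0.14 to 0.0058 with each library left out. *Tmem254a* reversed to −2.10 with overlapping gene models merged, chosen after seeing the data. Of the named genes, 24 became DEX with the replicate block, and 12 were no longer DEX without the filter on low TPM. The cause was not tested.

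Camera with the estimated inter-gene correlation raised the adjusted p of the ribosomal protein genes to 0.153 (median 0.37) and of the respiratory chain genes to 0.183 (median 0.35). The ribosomal median was 0.30 to 0.43 with each library left out, and the respiratory chain median 0.22 to 0.48. Of the marker sets, 3 had an adjusted p under 0.05; with the estimated correlation 0 had, and 0 had an unadjusted p under 0.05 (smallest p = 0.161 from limma). With members outside Table S1 1 had. Over the alternatives the number ran from 0 to 4. With the replicate block the blood markers also had an adjusted p under 0.05 (camera, 0.0485). Medians that reversed were those of astrocytes (0.041 with FPKM, 0.049 with median-ratio scaling, 0.035 with the length and GC correction, with and without the block), dusk genes (0.048 with that correction, both ways), interneurons (0.010 with median-ratio scaling), granule cells (−0.0017) and oligodendrocytes (−0.018) outside Table S1. With each library left out, medians ran from −0.062 to 0.096 for astrocytes, −0.00052 to 0.20 for choroid plexus, −0.54 to 0.099 for dusk genes, −0.15 to 0.23 for endothelial cells, −0.091 to 0.11 for granule cells, −0.57 to 0.14 for interneurons, −0.17 to 0.21 for oligodendrocytes and −0.28 to 0.095 for Y chromosome genes. In the main setting the median was −0.15 for dusk genes and −0.10 for Y chromosome genes, and between −0.10 and 0.10 for the others. The cause was not tested.

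With 2 mice per genotype, simulated changes of 0.5 on the log2 scale were not called in any of 200 genes, while 71% of changes of 1 were. These shares are those of the test without the block, and the changes of *Cbln1* and *Kdm3b* were smaller than 0.5.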

Differences from the paper's values

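In this part the crossed block, the merged gene models and the count of genes with a TPM above 0 in every library were chosen only after results had been seen. The paper reports 509 DEX genes, 194 higher and 315 lower; here 63 genes were DEX, 16 higher and 47 lower. Of the alternatives set before the data were examined, the replicate block came within 1.5 times of the paper's numbers, with 600, 173 and 427 genes, and the others did not. For the lipid genes the paper reports 14 and here 1 was DEX; with the replicate block 13 were. For the translation genes the paper reports 22 and here 0 were DEX, with all 22 at an unadjusted p under 0.05; no alternative closed the gap, and the replicate block called 11. For the trans-synaptic signaling genes the paper reports 28 and here 2 were DEX; with the replicate block 22 were. After the length and GC correction the replicate block called 1 lipid, 0 translation and 3 trans-synaptic signaling genes.

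The paper's p-value for *Cbln1* is 3.6E−02, which Table S1 lists as the adjusted p, and here the adjusted p was 0.178. For *Ntf3* the paper gives 3.0E−03, and here it was 0.112. For *Ptn* the paper gives 8.5E−03, and here it was 0.142. For *Cplx2* the paper gives 1.70E−05, which Table S1 lists as the unadjusted p, and here the unadjusted p was 0.00338. None of the alternatives set before the data were examined closed these gaps: the adjusted p was 0.0631 to 0.345 for *Cbln1*, 0.0271 to 0.299 for *Ntf3* and 0.0339 to 0.306 for *Ptn*, and the unadjusted p of *Cplx2* was 0.000264 to 0.00728. The number of expressed genes, which the paper gives as 16447, was within 1.5 times of it here (19182), and a TPM above 0 in every library, chosen after seeing the values, gave 16447.

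The paper names as DEX genes several that were not DEX here. With the replicate block *Dgkz*, *Akt2*, *Epha8*, *Fgf1*, *Fgfr3*, *Cyr61*, *Prkcd*, *Srebf1*, *Slc27a1*, *Irs2*, *Angptl4*, *Pnpla2*, *Homer3*, *F2r*, *Egr1*, *Plcg1*, *Ncdn*, *Dnm1*, *Ntrk2*, *Cplx2*, *Ntf3*, *Ptn*, *Fabp5* and *Car2* were DEX. *Fgfr3* was DEX also with a mean TPM of at least 5 and with robust eBayes. *Fabp5* and *Car2* were DEX under both of these as well as with the replicate block after the length and GC correction, and *Fabp5* with that correction alone and with median-ratio scaling. The crossed block called *Cyr61*, *Angptl4* and *Fabp5*, and merged gene models called *Fabp5* and *Car2*; both alternatives were chosen after seeing the values. *Rpl31*, *Fau*, *Eif2ak2*, *Purb*, *Rpl21*, *Kcnj10* and *Cbln1* were not DEX under any setting, and *Ptk2b* was below the TPM minimum.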

Other observations

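The tests of other groupings of the libraries, of length and GC content under the replicate block, of shared variation within gene families, and of the *Tmem254* models were chosen only after their results had been seen; the other tests in this part were set before.

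The 4 libraries can be split into pairs in 3 ways. WT against *Kdm3b*+/- mice gave 63 DEX genes. The split that keeps same-numbered mice together, WT 1 and *Kdm3b*+/- 1 against WT 2 and *Kdm3b*+/- 2, gave 3 DEX genes. The split that parts same-numbered mice as the genotypes do gave 0 DEX genes, with 140 genes at an unadjusted p under 0.05 against 2318 for the genotypes. So 1 of the 2 comparable splits, the real split itself, gave as many DEX genes, and a share under 0.05 is out of reach with 4 mice.

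The tissue was dissected by hand, so its make-up could differ between mice. All 16 tested Purkinje cell markers were lower in *Kdm3b*+/- mice, with a median log2 fold change of −0.56 (camera, adjusted p = 7.06e-05). The 12 markers outside Table S1 were all lower too, with a median of −0.50 (adjusted p = 0.0322). The medians of the set, as deviations from the mean of the 4 libraries, were 0.67 and 0.020 in the WT mice and −0.14 and −0.38 in the *Kdm3b*+/- mice, so WT mouse 1 carried much of the difference, and without it the median was −0.27. With the inter-gene correlation estimated from the libraries, the adjusted p was 0.732. Less Purkinje cell RNA in the *Kdm3b*+/- samples is a candidate explanation of the lower expression of *Homer3*. None of the 16 markers was DEX. Which DEX genes depend on the amount of Purkinje cell RNA was not tested, and that part of the DEX pattern cannot be told apart from a difference in make-up. A lower expression of these markers within Purkinje cells was not tested.

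Other sources were tested in the same way. Astrocyte and Bergmann glia markers (median −0.02, 8 of 16 higher, adjusted p = 0.446) and oligodendrocyte markers (median 0.02, 8 of 15 higher, adjusted p = 0.553) had medians near 0, with members in both directions. Of the 16 astrocyte markers, 11 had no overlap between the groups and 2 were DEX. The oligodendrocyte median ran from −0.17 to 0.21 with each library left out. Such medians cannot decide whether the amount of either cell type differed. Meningeal fibroblast markers had a median of −0.33 (7 of 11 lower, adjusted p = 0.431), at percentile 0.79 of the medians of random sets matched on expression, so less meningeal RNA could not be excluded; *Fmod* is in this set. Glucocorticoid response genes had a median of −0.63 (15 of 16 lower, adjusted p = 5.85e-06), and −0.25 outside Table S1 (adjusted p = 0.0806). Immediate early genes had a median of −0.58 (10 of 12 lower, adjusted p = 0.0159), and −0.12 outside Table S1 (adjusted p = 0.524). The median of the whole immediate early set ran from −0.96 to −0.23 with each library left out in turn. Its medians as deviations from the mean of the 4 libraries were 0.010 and 0.61 in the WT mice. In the *Kdm3b*+/- mice they were −0.20 and −0.27, so WT mouse 2 carried much of the difference. With the estimated inter-gene correlation the adjusted p of both sets was 0.732. A different state of stress or activity at dissection could lower *Angptl4*, *Sult1a1*, *Cyr61* and *Egr1*, and the 2 DEX genes of the glucocorticoid set cannot be told apart from it. Clock genes high at dusk had a median of −0.15 and those high at dawn of −0.33. A different time of day would move them in opposite directions, which they did with the length and GC correction (0.048 and −0.21). The dusk median ran from −0.54 to 0.099 with each library left out, so a different time of day could not be excluded.

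Longer transcripts had lower log2 fold changes in *Kdm3b*+/- mice. Across 12904 genes, which are not independent replicates, Spearman's rho was −0.231 with transcript length and −0.125 with GC content. The same comparison between the WT mice gave −0.327 and −0.182, and between the *Kdm3b*+/- mice −0.117 and −0.264. A length effect of at least this size thus also separated the WT mice, and a smaller one the *Kdm3b*+/- mice. For WT mouse 2 minus *Kdm3b*+/- mice 1 and 2, rho with length was 0.303 and 0.292, positive where longer transcripts were higher in WT. For WT mouse 1 it was 0.107 and 0.038, so WT mouse 2 carried much of the length trend. After correction for both, 53 genes were DEX, 45 of the 63 among them. A bias in library preparation is a candidate explanation of the correlation; the number of DEX genes changed little with the correction, and the test left open how far such a bias bears on them. With the replicate block, by contrast, the number fell from 600 to 59 after the correction, and the correlation of same-numbered mice from 0.121 to 0.0229. This is in line with length and GC differences that same-numbered mice share as the source of the larger number under the block.

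Ribosomal protein and respiratory chain genes were higher in *Kdm3b*+/- mice as families, while no gene of either family was DEX by itself. Of random sets matched to the ribosomal family on expression and transcript length, the middle 95% had medians up to 0.1785, below the family's median of 0.37. These sets were themselves shifted upward from the median of all genes (−0.07), and the length and GC correction lowered the medians of the families to 0.24 and 0.17. Transcript length may therefore account for a part of both shifts. Genes of a family also vary together between mice, and with that shared variation estimated from the libraries the adjusted p was 0.153. In simulated sets of 85 genes with an inter-gene correlation of 0.3, camera with the estimated correlation called 47 of 100 sets with a shift of 0.4 and 7 of 100 without, while camera with the fixed correlation of 0.01 called 67 of 100 sets without a shift. This simulation was added after the results had been seen. Without a call under the estimated correlation, a shift of both families with genotype is a hypothesis that cannot be told apart from variation between these 4 mice.

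The ES cell line can carry alleles of its own strain around the gene trap. Within 20 Mb of *Kdm3b*, 2 of 206 genes were DEX (0.971%), *Aqp4* and *Pcdhb9*, against 61 of 13446 elsewhere (0.454%; one-sided Fisher's exact test, p = 0.246). Within 5 Mb it was 1 of 141 (Fisher's exact p = 0.481), and with the replicate block 10 of 206 within 20 Mb (Fisher's exact p = 0.42). Of the 14 tested genes within 0.5 Mb, 11 were lower in *Kdm3b*+/- mice, with a median log2 fold change of −0.13, and none of them was DEX. *Reep2*, the nearest of them at 1.22 kb, had −0.095 (adjusted p = 0.727), and *Fam53c*, 3.25 kb away, had −0.60 (adjusted p = 0.191). *Nnt*, in which C57Bl/6J mice carry a deletion, did not separate the groups (log2 fold change −0.08, adjusted p = 0.887), so a different share of C57Bl/6N and C57Bl/6J alleles at this locus was not seen.

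*Tmem254c* and *Tmem254a*, the DEX genes with the largest decrease and increase, share a locus, so a split of reads between their models could produce opposite changes. Summed, they still fell by 2.10 on the log2 scale (adjusted p = 0.0013), which a split between models of equal length would leave near 0. TPM is scaled to gene length, so a split between models of different length can change the sum, and it was not excluded. A lower expression of this locus in *Kdm3b*+/- mice remains as a hypothesis, and an allele that differs between the mice at this locus was not tested. *Akr1b3*, which Table S1 lists as higher, shares a locus with *Gm6644*; alone its log2 fold change was 3.34, and with the models merged it was 0.04.

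*Pacsin1*, the hub of the paper's network, is not in Table S1. Its TPM was 317 and 326 in the WT mice and 293 and 323 in the *Kdm3b*+/- mice, a log2 fold change of −0.07 (adjusted p = 0.813) that overlapped between the groups. *Ncdn*, *Dnm1* and *Ntrk2* were lower in both *Kdm3b*+/- mice, with log2 fold changes of −0.63, −0.65 and −0.54 (adjusted p = 0.175, 0.174 and 0.135).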
